# Changes in H3K27ac following lipopolysaccharide stimulation of nasopharyngeal epithelial cells

**DOI:** 10.1186/s12864-018-5295-4

**Published:** 2018-12-27

**Authors:** Lisa Borghini, Martin Hibberd, Sonia Davila

**Keywords:** H3K27ac, Enhancers, LPS, Epithelial cells, RELA

## Abstract

**Background:**

The epithelium is the first line of defense against pathogens. Notably the epithelial cells lining the respiratory track are crucial in sensing airborne microbes and mounting an effective immune response via the expression of target genes such as cytokines and chemokines. Gene expression regulation following microbial recognition is partly regulated by chromatin re-organization and has been described in immune cells but data from epithelial cells is not as detailed. Here, we report genome-wide changes of the H3K27ac mark, characteristic of activated enhancers and promoters, after stimulation of nasopharyngeal epithelial cells with the bacterial endotoxin Lipopolysaccharide (LPS).

**Results:**

In this study, we have identified 626 regions where the H3K27ac mark showed reproducible increase following LPS induction in epithelial cells. This indicated that sensing of LPS led to opening of the chromatin in our system. Moreover, this phenomenon seemed to happen extensively at enhancers regions and we could observe instances of Super-enhancer formation. As expected, LPS-increased H3K27ac regions were found in the vicinity of genes relevant for LPS response and these changes correlated with up-regulation of their expression. In addition, we found the induction of H3K27ac mark to overlap with the binding of one of the NF-kB members and key regulator of the innate immune response, RELA, following LPS sensing. Indeed, inhibiting the NF-kB pathway abolished the deposition of H3K27ac at the *TNF* locus, a target of RELA, suggesting that these two phenomena are associated.

**Conclusions:**

Enhancers’ selection and activation following microbial or inflammatory stimuli has been described previously and shown to be mediated via the NF-kB pathway. Here, we demonstrate that this is also likely to occur in the case of LPS-sensing by nasopharyngeal epithelial cells as well. In addition to validating previous findings, we generated a valuable data set relevant to the host immune response to epithelial cell colonizing or infecting pathogens.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5295-4) contains supplementary material, which is available to authorized users.

## Background

The epithelium constitutes a natural barrier against pathogens and is particularly important in fighting infection. Indeed, epithelial cells are the first to detect microbes and are crucial in mounting an effective innate immune response as well as interacting with more specialized immune cells to initiate the adaptive immunity processes [1]. Especially, the epithelial cells in the respiratory tract are critical in regards to defense against pathogens entering the body through inhalation [2].

These cells recognize specific microbial components through pattern recognition receptors, mainly Toll-like receptors (TLR) [3]. Upon recognition, signaling pathways are activated and lead to the expression regulation of genes such as cytokines, chemokines and antimicrobials by transcription factors [4]. Regulation by transcription factors goes together with chromatin organization which helps coordinate gene expression. Epigenetic changes following stimulation has received a vast interest recently and was found to be determined by the cell type targeted as well as the environmental signals applied. Indeed, selection of regulatory regions, particularly enhancers, following stimulation consists of interplay between lineage-determining and signal-dependent transcription factors that together achieve specific cell response to a particular stimulus [5].

Among the various changes and marks added onto histone proteins following re-organization after stimulation, Histone 3 Lysine 27 acetylation (H3K27ac) seems to be very dynamic and has been shown to be important in regulation of the immune response [6, 7]. This mark indicates active enhancers and promoters [8].

The changes in chromatin following microbial stimuli has been mostly studied in immune cells, most often in mouse macrophages [7, 9, 10]. Here, we studied a human nasopharyngeal epithelial cell line, Detroit 562 cells, used extensively in studying airborne infectious diseases such as infection with *Neisseria meningitidis* [11], *Streptococcus pneumoniae* [12] and influenza virus [13] among others. We challenged these cells with Lipopolysaccharide (LPS), a potent gram negative bacterial endotoxin that targets TLR4, and described the changes in H3K27ac mark induced by the stimulation.

We have recently investigated the response of one of the master regulator of innate immunity, Nuclear Factor kappa B (NF-kB) member RELA, to the same stimulus and in the same cell line [14]. Thus, we were able to examine LPS-induced H3K27ac regions identified with regards to binding of RELA, one of the NF-kB member activated downstream of TLR4. This factor has been previously shown to be crucial for selecting enhancers and recruiting co-factors following stimulation [15, 16].

The data set described here characterizes the response to LPS by epithelial cells. LPS is commonly used as a model for bacterial infection and nasopharyngeal epithelial cells are particularly relevant for airborne pathogen infection. Thus, this study may provide insights into the host response to bacteria responsible for infectious respiratory diseases.

## Results

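Detroit 562 is an established human epithelial cell line from the pharynx. Cells were left untreated (Control) or treated with lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria that cells sense through TLR4, at 1 μg/ml. The time of treatment is 80 min in the methods and in the sample labels and 100 min in the legend of Fig. 1. Chromatin carrying H3K27ac, a histone acetylation found at active promoters and enhancers, was then immunoprecipitated and sequenced in 2 independent experiments per condition, each with its input DNA. By the paper's Additional file 1, 113663034 and 48707372 reads were left after filtering in the LPS samples, 76842473 and 47244137 in the Control samples, and between 51705859 and 75378837 in the inputs. The authors mapped the reads to hg19 with BWA, removed multi-aligned, duplicate and poorly mapped reads, called peaks in each sample against input DNA with DFilter, kept the peaks that were reproducible between duplicates by IDR, and removed blacklisted regions. What is analysed here is the resulting list of peaks of each condition, which gives the start and end of a peak and no height or score. Since each list already joins the duplicates, a difference between the lists has no replicate check and no p-value is given for it; 95% intervals cover the counting of peaks only. Peaks of the 2 lists were joined into a merged peak when their centres lay less than 1000 bp apart, the distance of the legend of Fig. 1, and a merged peak was named common, LPS-only or Control-only by the lists that held it. LPS-only peaks are calls in a list, not the LPS-increased peaks of the paper, which were chosen on read counts. A set of merged peaks was compared with 10000 random sets of the same size drawn from all merged peaks, and its place among them is given as a percentile. The gene annotation, the width taken as a promoter, the distances and the mismatches allowed in a site are choices that could change the numbers.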

In order to investigate changes in chromatin after LPS sensing by epithelial cells, we performed ChIP-seq experiments for H3K27ac with or without treatment, in Detroit 562 cells. 

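H3K27ac marked the genes of an epithelial cell in both conditions. A peak lay within 2 kb of a transcription start site (TSS) for 15 of 17 epithelial genes and for 12 of 12 housekeeping genes, in the Control list as in the LPS list. Of 12 leukocyte markers, PTPRC alone had such a peak, and of 7 fibroblast and endothelial markers found in the annotation ACTA2, COL1A1 and VWF had one, again in both lists. The Control list held 33818 peaks covering 71.4 Mb, with a mean width of 2111 bp, and the LPS list held 35882 peaks covering 76.7 Mb, with a mean width of 2136 bp. Before the duplicates were compared, by the paper's Additional file 1, 47681 and 49528 peaks were called in the LPS samples and 46437 and 44223 in the Control samples.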

We identified 35,882 and 33,818 peaks under “no treatment” (Control) and LPS stimulation respectively (Additional file 1). 

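Most regions that carried H3K27ac after LPS also carried it at rest. Of 37477 merged peaks, 86.0% were common (95% Wilson interval 85.6 to 86.3%), 3660 were LPS-only (9.77%, interval 9.47 to 10.1%) and 1595 were Control-only (4.26%, interval 4.06 to 4.47%). There were thus 2.29 LPS-only peaks per Control-only peak. Common peaks made up 89.8% of the LPS list and 95.3% of the Control list. The peaks of a single condition were narrower, with a median width of 1483 bp for LPS-only and 1300 bp for Control-only peaks against 2277 bp for common peaks. A common peak lay within 12.5 kb of 44.4% of the LPS-only peaks (interval 42.8 to 46.0%), where random sets drawn on the same chromosomes gave a median of 48.8% (percentile 0). For Control-only peaks the share was 47.4% (interval 45.0 to 49.9%, percentile 11.7). The Control-only percentile was 0.37 within 5000 bp, 1.1 within 25000 bp, and 0.765 when peaks were joined with centres less than 2000 bp apart. In these settings Control-only peaks also lay below the central 95% of random sets. Only 4 LPS-only and 4 Control-only peaks shared at least 1 bp with a common peak (percentiles 99.6 and 100), too few to read a direction from.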

The two sets of peaks were greatly overlapping with 32,222 common peaks (Fig. 1a) (out of 37,476 total peaks, 86%). Differential binding analysis allowed us to determine LPS-induced changes in H3K27ac. 626 peaks were identified as LPS-increased – peaks for which the signal after LPS stimulation was higher compared to the control – in both ChIP-seq replicates (Group 1) while other groups of peaks showed less reproducible changes (Groups 2, 3 and 4) (Fig. 1b). No regions were found to have a lower H3K27ac signal after LPS treatment than before. The prevalence of increased H3K27ac mark rather than decreased was also observed when comparing the log2 fold change (log2FC) in signal between LPS and Control. The top 300 increased peaks had a median log2FC of 1.078 while the bottom 300 decreased peaks showed a median log2FC of 0.602 only (Additional file 2 A). This shows that LPS stimulation in our system induces chromatin opening rather than closing.

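Genes of cytokines and chemokines had more LPS-only H3K27ac peaks than most random sets of peaks gave. Each merged peak was assigned to its nearest TSS, and its gene was looked up in lists that were fixed before the peak lists were examined. Values in the paper's Additional file 12 and figures, from the same samples, had been seen by then. The gene lists may therefore not be independent of these values, nor the percentiles below. Of 34 merged peaks assigned to cytokines and chemokines, 8 were LPS-only and 0 were Control-only, where random sets gave a median of 3 LPS-only peaks (percentile 99.1). They lay at TNF, LTB, the neutrophil-attracting chemokines CXCL2 and CXCL6, CCL20 with 2 peaks, CCL28 and IL32. Of 44 peaks assigned to NF-κB subunits and feedback genes, 8 were LPS-only, at the upper end of the range of random sets (median 4, range of the central 95% from 1 to 8, percentile 95.6), and 1 was Control-only. NFKB1, which encodes the p105 precursor of p50, had 3 LPS-only peaks, TNIP3 had 2 besides the Control-only peak, and RELB, TNIP1 and the deubiquitinase gene CYLD had 1 each. When peaks were assigned to protein-coding genes only, the LPS-only counts were 14 of 63 for cytokines (percentile 99.9) and 16 of 81 for the NF-κB list (percentile 99.6). With all TSS within 50 kb of a peak they were 20 of 97 for cytokines (percentile 99.9) and 13 of 91 for the NF-κB list (random range 4 to 15, percentile 92.0), so that the NF-κB count lay above the range with protein-coding genes only. The adhesion and matrix list had 4 LPS-only peaks of 30, at MMP9, MMP13 and ITGB8 (percentile 75.1), and 2 Control-only peaks, both at CD44. Epithelial genes had 1 LPS-only peak of 54, at the tight junction gene OCLN (percentile 1.63), and 1 Control-only peak, at TJP1; the LPS-only percentile was 6.54 with protein-coding genes only (4 of 82) and 12.1 with all TSS within 50 kb (6 of 97). These counts are of calls in 2 lists and carry no height of the signal. From the prevalence of increased over decreased signal, the paper concludes that LPS opens chromatin rather than closing it.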

**Fig. 1:**
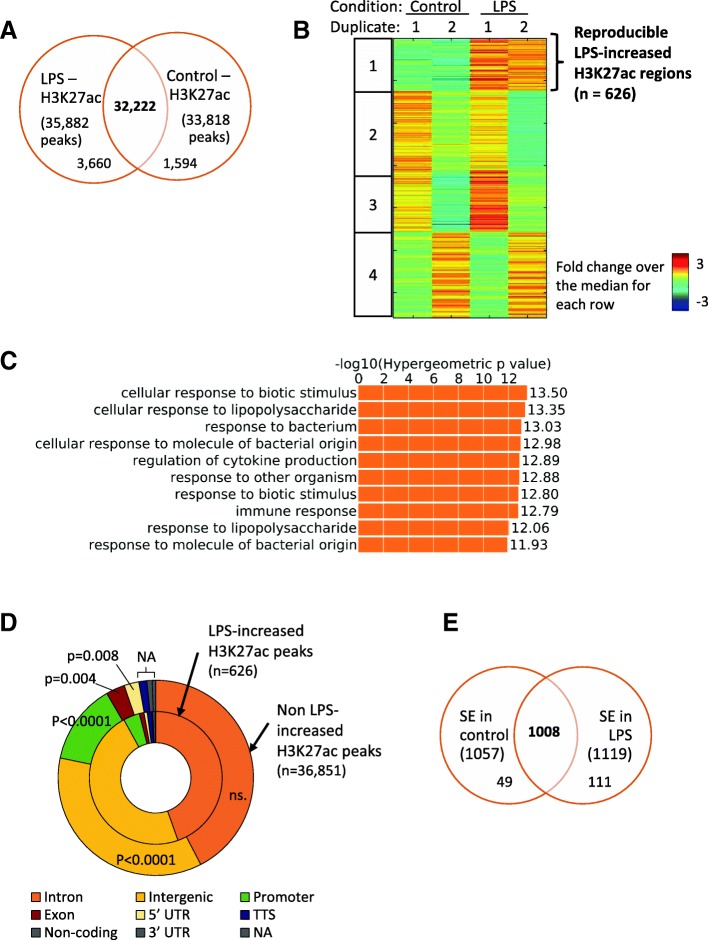
Identification and characterization of LPS-induced H3K27ac peaks. **a**: Overlap of H3K27ac peaks in Control and LPS condition. ChIP-seq experiment for H3K27ac was performed after treating Detroit 562 cells with LPS at 1μg/ml or fresh medium (Control) for 100 min. Final reproducible peaks identified in each condition were compared, two peaks were considered overlapping when their summit was located less than 1000 bp apart. **b**: Identification of LPS-increased H3K27ac peaks. H3K27ac ChIP-seq data from two replicates under no (Control) or LPS treatment were used to measure the signal intensity and perform differential binding analysis. Differential peaks were further clustered into 4 groups. **c**: Gene ontology analysis. LPS-increased peaks were associated to their single closest gene and Gene Ontology analysis was performed using all H3K27ac peaks identified as background. Top 10 biological processes terms are reported. D: Annotation of H3K27ac regions. LPS-increased (inside ring) and non LPS-increased (outside ring) H3K27ac peaks were assigned to the genomic feature they were located into. Proportion of each feature are represented. Comparison between the two sets of peaks was performed using a Chi-square test and the pearson *P*-values are reported. E: Overlap of Super-Enhancers. Super-enhancers (SE) identified in LPS and Control conditions were compared, two peaks were considered overlapping if they have at least 1 bp in common

Expectedly, Gene Ontology analysis on the genes assigned to LPS-increased H3K27ac regions revealed enrichment for relevant biological processes terms such as “cellular response to Lipopolysaccharide” (−log10 *P*-value = 13.35) or “response to bacterium” (-log10P-value = 13.03), coming up as some of the top hits (Fig. 1c and Additional file 3 for all terms). These results confirm that the LPS-regulated H3K27ac regions identified are reliable and consistent with the stimulus applied.

Next, we annotated the H3K27ac peaks identified to investigate whether they were more likely to lie in specific genomic regions. When looking at all peaks (found in Control and/or LPS condition), most were found within Intronic (42.4%), Intergenic (36.1%) and Promoter (13.2%) regions, consistent with H3K27ac being a mark of active promoters and enhancers [8]. 

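Peaks called in both conditions lay at promoters far more often than peaks of a single condition. The promoter, from 1 kb before the TSS to 100 bp after it, held 28.7% of the common peaks (95% Wilson interval 28.2 to 29.2%), 10.0% of the LPS-only peaks (9.10 to 11.0%) and 12.6% of the Control-only peaks (11.1 to 14.3%). Introns held 53.4% of the LPS-only and 50.5% of the Control-only peaks, and intergenic sequence 28.6% of either set. The promoter shares were below, and the intron and intergenic shares above, those of all 10000 random sets of merged peaks. Over all 37470 merged peaks on assembled chromosomes, 43.4% lay in introns, 21.8% in intergenic sequence and 26.2% at promoters, and 3.74% at transcription termination sites. With transcripts of protein-coding genes alone the intergenic share was 35.3% and the promoter share 21.4%; with a promoter of 2 kb on either side of the TSS the promoter share was 41.1%.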

While LPS-increased peaks also showed the same trend with 44.6% of Intronic, 47.4% of Intergenic and 4.0% of Promoter peaks, there was significantly more intergenic (*p* < 0.0001) and less Promoter (p < 0.0001) peaks compared to non LPS-increased H3K27ac regions. In addition, there was also less exonic (*p* = 0.004) and 5’UTR (*p* = 0.008) peaks (Fig. 1d). This observation is consistent with other reports showing a crucial role for enhancers in cellular response to stimulus [5]. This was further supported when looking at the distribution of enhancers and promoters along the H3K27ac regions ordered according to their variation in signal after LPS stimulation. Promoters were rarer among the 300 increased and decreased peaks compared to the unchanged H3K27ac peaks while enhancers showed the opposite trend (Additional file 4 B and Additional file 2 B), suggesting that promoters might be less relevant in regulating the response to LPS but necessary to regulate constitutive cell function which do not vary under stimulation.

In addition, we performed super-enhancers analysis as it was shown previously that stimulation can re-organize cellular super-enhancers [15]. Using H3K27ac ChIP-seq signal, we identified 1057 and 1119 super-enhancers in Control and LPS condition respectively (Additional file 5 A). As previously shown, these super-enhancers were much bigger than other enhancers (Additional file 5 B). 

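More stitched regions of H3K27ac held additional LPS peaks than held additional Control peaks. Merged peaks within 12.5 kb of each other, the default distance of the super-enhancer method that the paper cites, were stitched into 24716 regions. Of these, 3339 held more LPS than Control peaks and 1380 held more Control than LPS peaks, while 1910 had no Control peak and 761 had no LPS peak. Since 17389 of the regions hold a single merged peak, these counts in large part restate the numbers of LPS-only and Control-only peaks. The largest gain was shared by regions whose nearest protein-coding genes were HAPSTR1, AP001055.1, IGF2BP2, PDGFC and DGKB. That next to HAPSTR1, on chromosome 16 from 9161172 to 9223171, held 6 Control and 9 LPS peaks, and those next to IGF2BP2, DGKB and PDGFC, which encodes a platelet-derived growth factor, held 2 Control and 5 LPS peaks each. The 25 regions of 10 or more merged peaks had a median length of 81800 bp, against 2398 bp over all regions, a difference in part set by counting peaks within them. The ranking of regions by signal that defines a super-enhancer was not repeated here, because the lists give no signal.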

Gene Ontology analysis revealed relevant biological processes such as “immune system process” (Raw *P*-value = 2.7e-22) or “regulation of apoptotic process” (Raw P-value = 1.7e-18) as top terms for the LPS super-enhancers that were not present in the top Gene Ontology results for Control super-enhancers (Additional file 5 C). Moreover, we found 111 super-enhancers present in LPS condition but not in Control, while 49 super-enhancers were exclusively found in Control (Fig. 1e). One of the gained super-enhancers after LPS stimulation occurred upstream of the *CSF2* locus (Additional file 5 D) which encodes a cytokine activating macrophages and dendritic cells [17]. These results suggest that LPS stimulation not only opens chromatin but also induces formation of super-enhancers around certain immune genes.

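CSF2, the gene of the cytokine GM-CSF, lay in a stitched region that held 4 peaks in the Control list and 6 in the LPS list, on chromosome 5 of hg19 from 131401163 to 131440580. CSF2 itself spans 131409482 to 131411863 on the plus strand. The peak over its promoter was common, with a width of 2618 bp in the Control list and 2718 bp in the LPS list. Of the LPS-only peaks, the nearer, from 131401163 to 131403062, ended 6.42 kb before the gene's start, between IL3 and CSF2. The other, from 131425263 to 131426580, began 13.4 kb beyond the gene's end, in intergenic sequence, between common peaks at 131421281 to 131423262 and 131429163 to 131431680. In the paper's Additional file 12 the log2 fold change between LPS and Control is 2.08 at the nearer peak, listed there under IL3, and 0.44 at the promoter peak of CSF2.

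**Figure D1:**
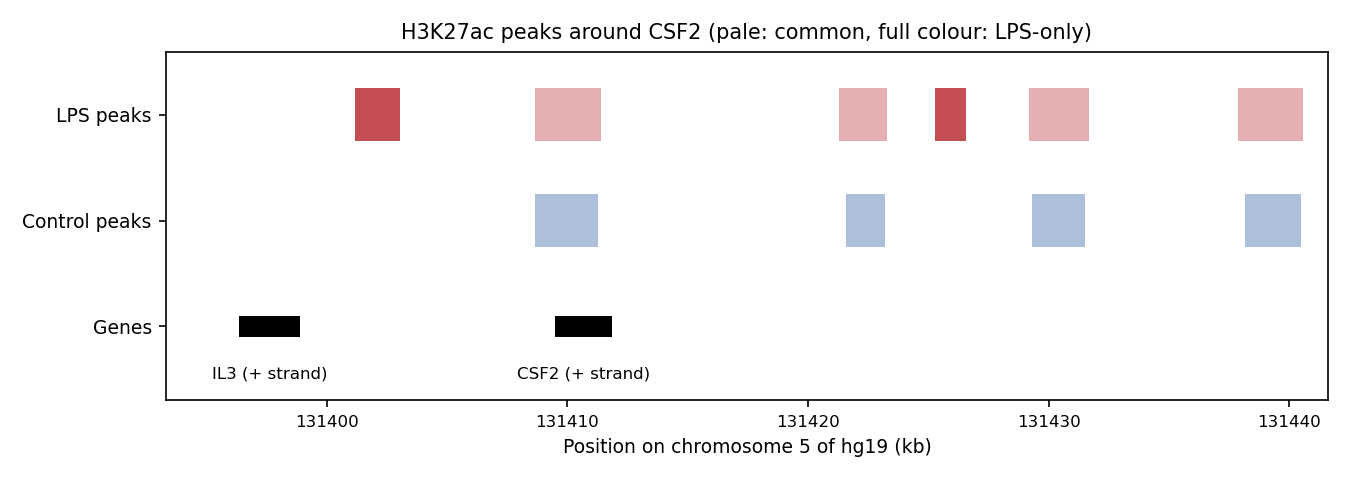
H3K27ac peaks of the Control and LPS lists and the genes IL3 and CSF2 by position on chromosome 5 of hg19 (kb), with common peaks in pale and LPS-only peaks in full colour. The 4 common peaks are in both lists, and the LPS-only peaks stand on either side of CSF2.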

Next, we examined the effect of the changes in H3K27ac on gene expression, using data from RNA-seq experiment generated previously [14]. First, we noticed that the LPS-increased enhancers identified were located closer to genes’ transcription start sites (TSS) as compared to non LPS-increased H3K27ac peaks (Fig. 2a and Additional file 6 A). Then, we assigned all H3K27ac peaks to the closest gene located within 1000Kb [18] and examine their expression. We found that the genes associated to LPS-increased regions were more likely to be over-expressed than the genes associated to non LPS-increased H3K27ac peaks (Fig. 2b and Additional file 2 D). Moreover, investigations revealed that H3K27ac was positively correlated with gene expression changes and although the correlation observed was weak, statistical significance was attained (Fig. 2c). Finally, differences in H3K27ac signal between LPS and Control conditions plotted along differentially expressed genes was seen only for up-regulated genes (Additional file 6 B), particularly close to the TSS and inside the gene. This further confirms that H3K27ac is an activation mark and shows the effect of stimulus-induced changes of this mark on stimulus-induced gene up-regulation.

**Fig. 2:**
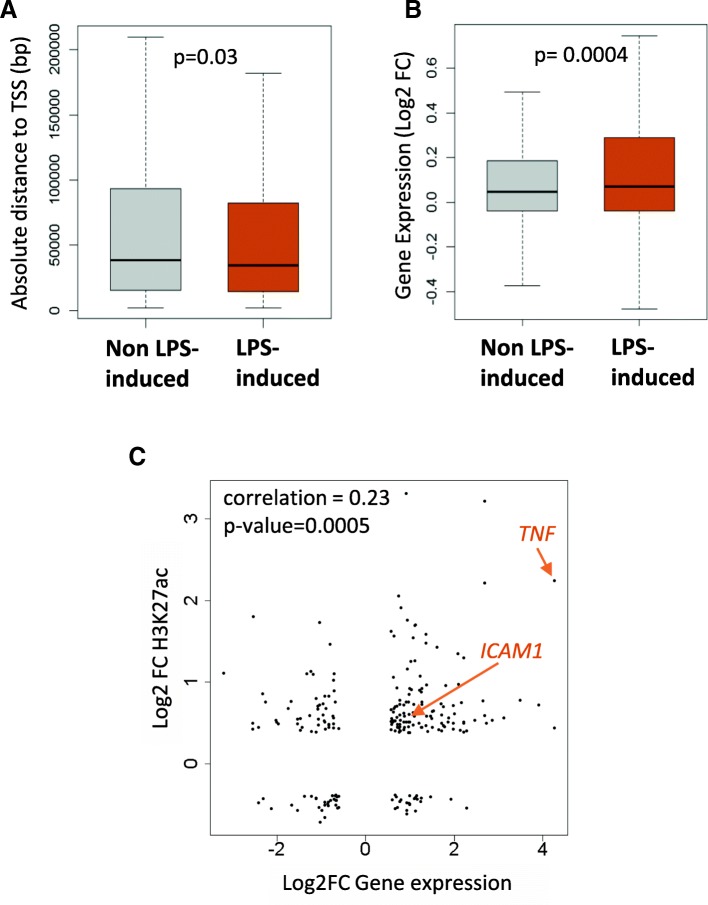
LPS-induced Hac and gene expression. **a**: Distance to the closest TSS. The distances were extracted for LPS-increased (orange) and non LPS-increased (grey) H3K27ac peaks. Only peaks outside of promoter regions (defined as -2Kb to +2Kb around the transcription Start Site) were considered. **b**: H3K27ac and gene expression. Each H3K27ac peak was assigned to the closest gene located within 1000Kb of the peak border. Expression of the genes associated with LPS-increased (orange) and non LPS-increased (grey) H3K27ac peaks was investigated. Difference between the two groups in A and B was tested with a Wilcoxon test for which the P-value is reported. **c**: Correlation between changes in H3K27ac gene expression. For each H3K27ac peak, the Log2 fold in expression of the genes assigned to it (x axis) was plotted against the Log2FC in H3K27ac ChIP-seq signal (y axis) after LPS stimulation. Correlation between these two data sets was tested with a Pearson test, the correlation coefficient together with the *P*-value is reported

One of the most striking changes in H3K27ac followed by gene up-regulation was found at the *TNF* locus described later on. However, other genes showing more modest LPS-increased H3K27ac and up-regulation could be observed. This was the case of the *ICAM1* gene showing an active region close to its promoter at rest for which the H3K27ac signal increased after LPS stimulation (Additional file 6 D). This effect was accompanied by a gene expression increase of about 2 fold (Additional file 6 C).

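The promoter of ICAM1, an adhesion molecule that binds leukocyte integrins, carried an H3K27ac peak with and without LPS, and the peak was wider with LPS. ICAM1 lies on chromosome 19 of hg19 from 10381769 to 10397291 on the plus strand. Its promoter peak spanned 10380991 to 10382540 in the Control list, a width of 1550 bp, and 10380337 to 10382719 in the LPS list, a width of 2383 bp. This difference of 833 bp was at percentile 99.7 of the 32221 common peaks made of 1 peak of each list, of which 64.0% were wider with LPS, by a median over all of 49 bp. The width was chosen as a measure after the lists were seen, and it is not the height of the signal. A further peak inside the gene was 1650 bp wide in the Control list and 2000 bp in the LPS list. From 20 kb before ICAM1 to 20 kb after it, all 5 merged peaks were common, including those at MRPL4 and ICAM5.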

We were then interested to investigate LPS-induced changes in Histone acetylation with regards to binding of the NF-kB member RELA, due to its important role in chromatin re-organization following stimulation [15, 16]. At the time point chosen for the H3K27ac ChIP-seq experiment, we could see a strong specific RELA activation (Fig. 3a and Additional file 7 A). Eighty minutes of LPS induction consisted of RELA first and highest activation peak (Additional file 7 B).

**Fig. 3:**
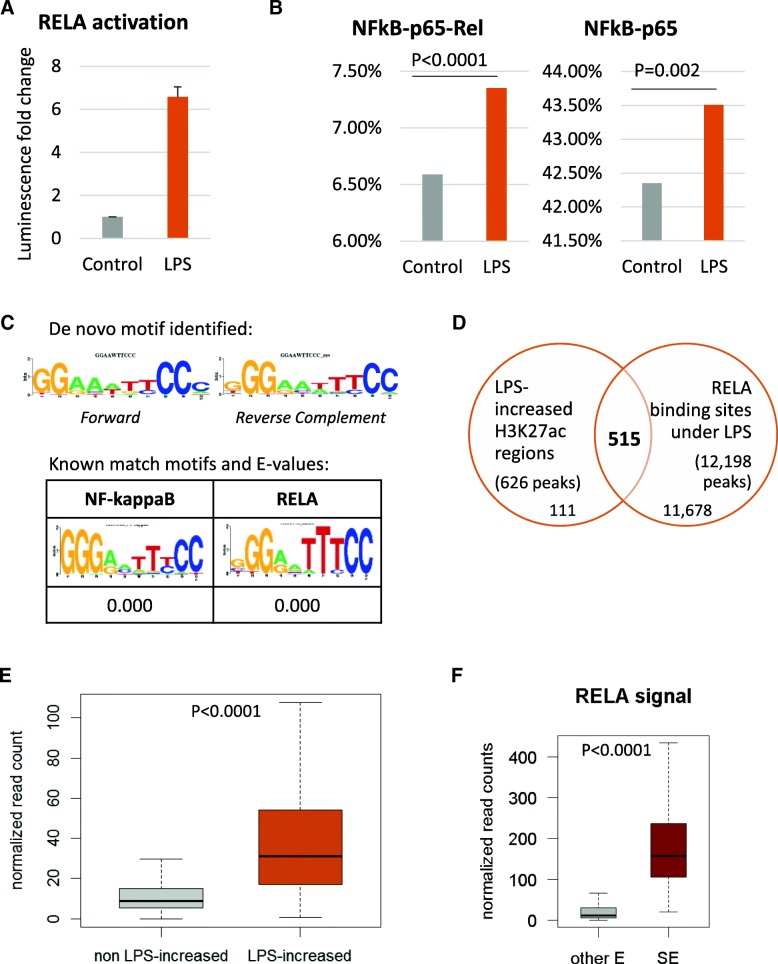
LPS-induced H3K27ac and RELA binding. **a**: RELA activation. Detroit 562 cells were treated with LPS at 1μg/ml for 80 min or not (Control). Nuclear proteins were extracted and RELA activation was tested. The bars show the average of 3 independent experiments as the fold change in luminescence after LPS stimulation compared to the control and the error bars represent the standard deviation. **b**: Motif analysis. Proportion of H3K27ac peaks identified under Control (grey) or LPS condition (orange) containing the known motifs NFKB-p65-Rel (left) or NFKB-p65 (right). Comparison between the two sets of peaks was performed using a Chi-square test and the P-values are reported. **c**: De novo motif analysis. The most enriched motif identified by de novo motif analysis in LPS-increased H3K27ac peaks against all H3K27ac peaks as background is reported (top) together with the known matched motifs and the E-value quantifying their resemblance (bottom). **d**: Overlap between H3K27ac and RELA peaks. LPS-increased H3K27ac regions and RELA binding sites identified under LPS stimulation were compared, two peaks were considered overlapping when they had at least one bp in common. **e**: RELA binding at H3K27ac peaks. RELA ChIP-seq data was used to quantify RELA binding at LPS-increased (orange) and non LPS-increased (grey) H3K27ac peaks. Difference between the two groups was tested with a Wilcoxon test. **f**: RELA binding at Super-Enhancers. RELA ChIP-seq data was used to quantify its binding at super-enhancers (SE – in red) and other enhancers (other E – in grey). Difference between the two groups was tested with a Wilcoxon test

We first performed motif analysis on the H3K27ac peaks identified in Control and LPS conditions to examine any differences between the two. Interestingly, the top motifs identified were common and enriched similarly in both conditions and consisted mainly of the AP-1 family of transcription factors (Jun, Fosl2, Fra 1, ATF3, BATF, AP-1 – Additional file 8) also activated downstream of TLR stimulation [4]. In addition, we found the motif for RELA (also known as p65) subunit of NF-kB to show great variation between the enrichment in Control and LPS H3K27ac peaks (Additional file 8 – highlighted in yellow). 

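The AP-1 site, bound by dimers of the JUN and FOS families, was about as frequent in the peaks of both conditions. TGASTCA occurred on either strand in 48.4% of the LPS peaks (95% Wilson interval 47.9 to 49.0%) and in 47.3% of the Control peaks (46.8 to 47.8%). The ratio was 1.02 (1.01 to 1.04), with an interval that treats the lists as independent although most of their peaks are common. Among the peaks of a single condition, 48.3% of the LPS-only and 35.2% of the Control-only peaks held a site, against 49.0% of the common peaks. Peaks more than 2 kb from a TSS held it more often, in 59.3% for LPS and 58.6% for Control. These shares count exact sites in the peaks as deposited; no enrichment over a background was computed.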

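Peaks found only after LPS held NF-κB sites more often than peaks found only at rest. The consensus GGAAWTTCCC, which the study derived from the LPS-increased peaks of the same samples and which is therefore not independent evidence, occurred in 2.70% of the LPS-only peaks (95% Wilson interval 2.23 to 3.28%), in 1.64% of the common peaks (1.51 to 1.78%) and in 0.502% of the Control-only peaks (0.254 to 0.987%). The ratio of LPS-only to Control-only shares was 5.39 (95% interval 2.63 to 11.1), and 2.12 (1.82 to 2.46) with 1 mismatch allowed, where 23.9% of the LPS-only, 23.7% of the common and 11.3% of the Control-only peaks held a site. Over whole peaks, of which common ones are the widest, common peaks held the general kB pattern GGGRNNYYCC most often, in 42.6%, against 30.6% of the LPS-only and 23.9% of the Control-only peaks, both below all random sets. The ratio of LPS-only to Control-only shares was 1.28 (1.16 to 1.42), and for the same pattern written backwards, CCYYNNRGGG, found in 25.0% and 26.0%, it was 0.963 (0.871 to 1.06). Within 250 bp of the peak centre GGGRNNYYCC was in 16.7% of the LPS-only (percentile 97.7), 15.6% of the common and 12.2% of the Control-only peaks. The ratio of LPS-only to common shares was 1.07 (0.991 to 1.16), an interval that leaves the order of LPS-only and common peaks open. For the backward pattern in this window the ratio was 0.764 (0.697 to 0.839). Relative to the backward pattern, GGGRNNYYCC was thus more frequent in LPS-only than in common peaks. In this window GGAAWTTCCC was in 1.23% of the LPS-only peaks (0.920 to 1.64%) and in 0.125% of the Control-only peaks (0.0344 to 0.456%). Over the whole lists, where most peaks are common, GGAAWTTCCC was in 1.74% of the LPS peaks and 1.48% of the Control peaks, a ratio of 1.18 (1.05 to 1.33). The general kB pattern was in 40.9% and 40.7%, a ratio of 1.01 (0.988 to 1.02). The intervals of these list ratios treat the lists as independent, so that they do not measure the counting error of the difference. All these shares are of exact sites counted in peaks, not of the scored RELA motif of Additional file 8.

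**Figure D2:**
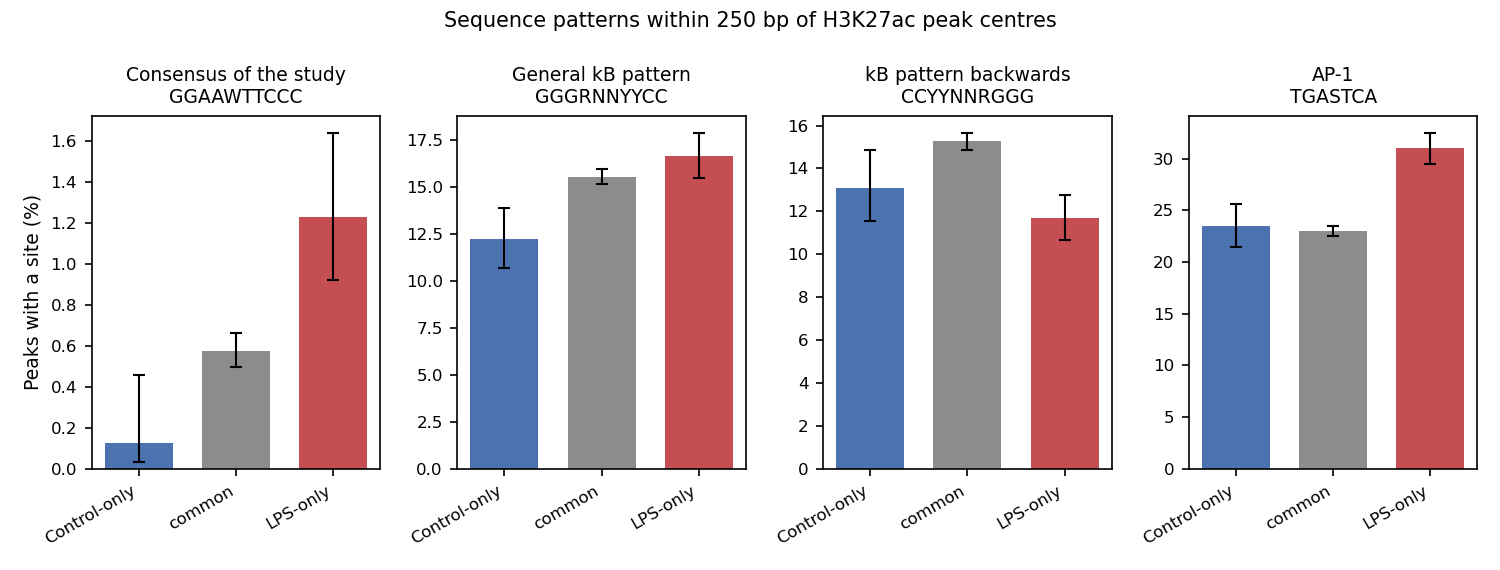
Share of Control-only, common and LPS-only H3K27ac peaks (%) with a site of each of 4 sequence patterns within 250 bp of the peak centre; bars are shares, lines their 95% Wilson intervals, and each panel has its own axis from 0. For GGAAWTTCCC the LPS-only share is 1.23% and the Control-only share 0.125%.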

The peaks identified under LPS stimulation were more likely to contain a motif for RELA compared to the control peaks (Fig. 3b). Moreover, the motif for p50/p52 – other NF-kB subunits – was also enriched in LPS but not in Control peaks (Additional file 8 – highlighted in green). Similarly, motifs analysis in the LPS-increased H3K27ac peaks revealed a great enrichment of RELA as well as p50/p52 motifs (Additional file 9). Furthermore, de novo motif analysis in the same set of peaks identified a consensus matching perfectly the NF-kB and RELA motifs (Fig. 3c). These observations suggest that NF-kB plays an important role in regulating gene expression following LPS detection, especially the RELA and p50/p52 subunits. This is consistent with current knowledge about the NF-kB canonical pathway involving RELA:p50 dimers that has been shown to be activated downstream of TLR4 following LPS binding [19].

We then used the RELA ChIP-seq data we generated previously [14] to investigate overlap between RELA binding and LPS-increased H3K27ac regions. Interestingly, 82.3% (515 out of 626) of the LPS-increased peaks overlapped with RELA binding sites in the same conditions (Fig. 3d). Moreover, RELA binding signal at the LPS-increased peaks was significantly higher than in other H3K27ac peaks (Fig. 3e). This was supported when plotting RELA signal along the H3K27ac peaks ordered according to their difference in signal between LPS and Control condition where the two data aligned (Additional file 4 C and quantification in Additional file 2 C). Furthermore, RELA signal at super-enhancers was significantly higher than at other enhancers (Fig. 3f) and it was also higher at LPS-only super-enhancers compared to Control-only super-enhancers (Additional file 7 C). Taken together these results support the role of RELA in coordinating the opening of the chromatin following stimulation [15, 16] as well as the formation of super-enhancers [20].

One of the most compelling examples of LPS-induced H3K27ac marks coinciding with RELA binding and increase gene expression was identified at the *TNF* locus. Indeed, we observed no H3K27ac present in the Control stimulation but a strong deposition of this mark after LPS treatment, co-localized with RELA binding (Fig. 4a). This was followed by a strong increase of *TNF* expression (Fig. 4b). 

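At the TNF locus H3K27ac peaks were called after LPS only. TNF lies on chromosome 6 of hg19 from 31543342 to 31546113 on the plus strand. An LPS-only peak of 2200 bp, from 31545395 to 31547594, covered the end of the gene and the sequence beyond it and was annotated to the transcription termination site. A further LPS-only peak, from 31548557 to 31550194, lay within LTB, which encodes lymphotoxin beta. No Control peak lay between LTA, which precedes TNF, and LTB. The LPS-only peak next to TNF held the kB site GGGAATTTCC at 31546333 to 31546342, beyond the 3' end of TNF, in the reference sequence CTCAGGGCATGGGAATTTCCAACTCTGGGA. The RELA ChIP-qPCR amplicon of the paper, placed on hg19 by its primers, spans 31546239 to 31546378 and includes this site, and the H3K27ac amplicon spans 31546701 to 31546843, in the same peak. In the paper's Additional file 12, of which the first 5.33% of its 37476 rows were used here, the log2 fold change of the signal between LPS and Control is 2.24 at TNF and 1.48 at LTB. The paper reasons from the absence of the mark at rest, its deposition after LPS and RELA binding at the same place to TNF as an example of both events meeting at a gene that is up-regulated.

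**Figure D3:**
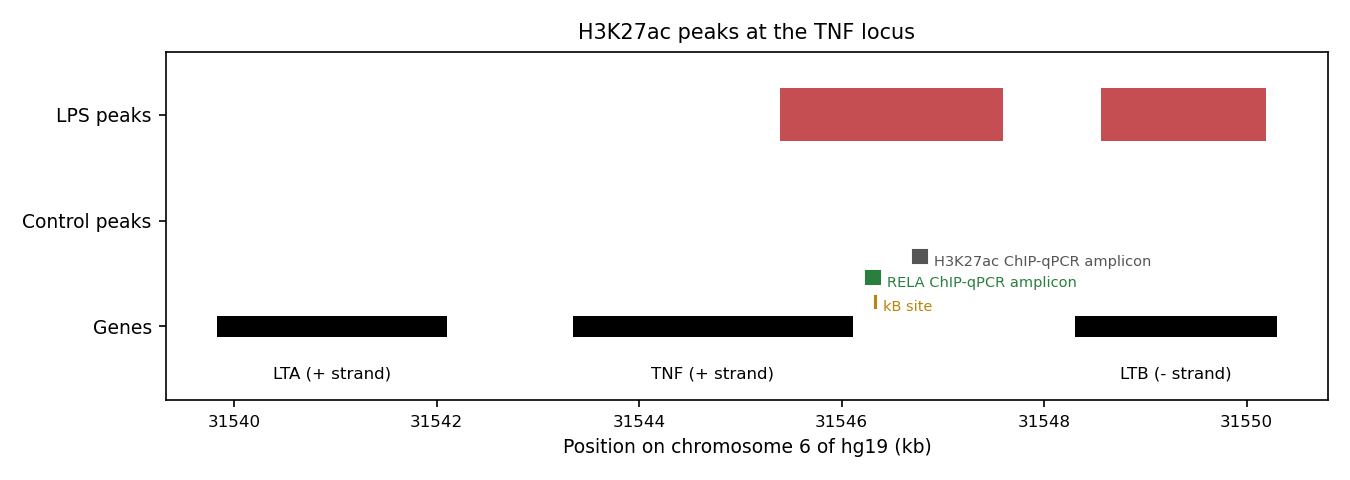
H3K27ac peaks of the Control and LPS lists, the genes LTA, TNF and LTB, the ChIP-qPCR amplicons and the kB site by position on chromosome 6 of hg19 (kb). Both LPS peaks are LPS-only, the Control lane is empty, and the kB site at 31546333 lies in the RELA amplicon.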

Up-regulation of *TNF* seemed to reach its maximum at around 100 min of LPS stimulation (Additional file 10 A) which is 20 min after the time point investigated for H3K27ac ChIP-seq and where RELA is the most activated. Thus, we continued to look into the role of the NF-kB pathway in the deposition of this mark. For this purpose, we used a widely used NF-kB inhibitor, BAY 11–7082, to block the pathway. As expected, pre-treating the cells with the inhibitor before stimulating them with LPS abolished the recruitment of RELA at target genes such as *TNF* (Fig. 4c – green bars) and *NFKBIA* (Additional file 10 B). Additionally, up-regulation of these genes following LPS stimulation were also inhibited by the pre-treatment with BAY 11–7082 (Fig. 4b and Additional file 10 C). Presence of H3K27ac mark at the *TNF* locus in the same conditions was examined by ChIP-qPCR and revealed the same trend, with the deposition of this mark impaired when the cells were pre-treated with the NF-kB inhibitor before LPS stimulation (Fig. 4c). This finding suggests that RELA recruitment at the *TNF* locus is necessary for this epigenetic change to occur and for subsequent up-regulation of the *TNF* gene.

**Fig. 4:**
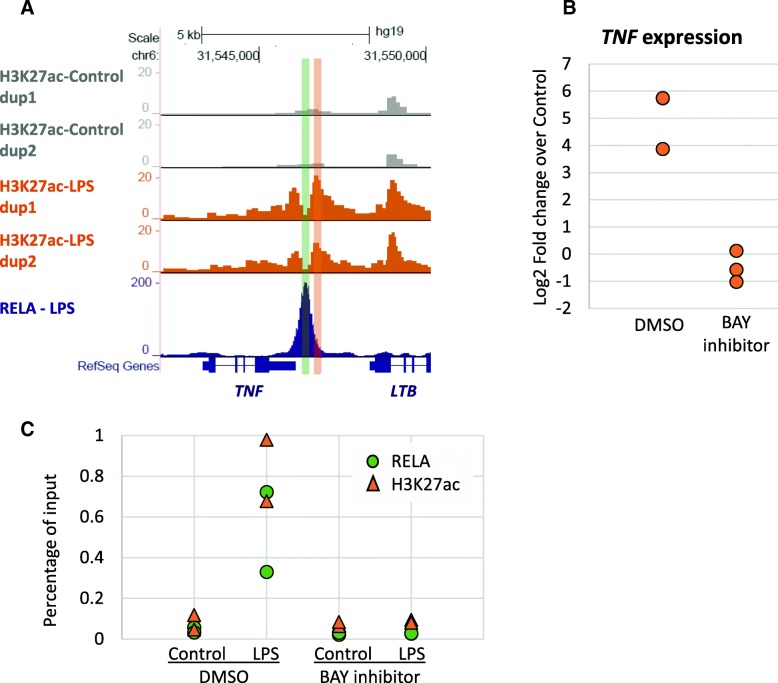
Example of the *TNF* locus. **a**: *TNF* locus. Example of an LPS-increased H3K27ac region as well as RELA binding just downstream of the *TNF* gene. **b**: *TNF* expression. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 100 min, RNAs were extracted and RT-qPCR performed. Results show the log 2 fold change in gene expression over control in both conditions for 3 independent experiments. **c**: H3K27ac mark and RELA binding at the *TNF* locus. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 80 min and ChIP-qPCR was performed for RELA (green – primers amplifying the green region in A) and H3K27ac (orange – primers amplifying the orange regions in **a**). Results show the percentage of input for the two ChIPs of two independent experiments

## Discussion

In this study, we identified LPS-induced H3K27ac sites in epithelial cells and reported 626 LPS-increased ones. These represent a small portion of the regulatory regions identified with this histone mark. They were highly enriched in enhancer regions, consistent with the important role of enhancers in cellular responses [5], and made up 1.7% of all activated enhancers. Several other studies have looked at enhancer activation following microbial or inflammatory stimuli, they reported various numbers of stimulus-induced activated enhancers but all consisted of a small fraction of all activated enhancers identified [7, 16, 21]. For instance, in the study by Ostuni et al., LPS induction was investigated in mouse macrophages and reported 6308 activated enhancers out of ~ 65,000 regulatory regions identified. They also reported 9004 enhancers that were repressed following LPS stimulation, contrasting with our study where we were not able to identify any LPS-decreased H3K27ac sites. Loss of activated enhancers following inflammatory stimuli has been documented and is usually associated with down-regulation of basal cell function [15, 20]. Differences in the number of stimulus-induced activated and repressed enhancers across studies and with our study may be due to the divergence of organisms and cell types used. Indeed, cell type specificity is known to influence enhancer selection [22] as well as gene expression response [23]. Alternatively, variation in the stimulus as well as the duration of induction could lead to differences in the chromatin remodeling observed between studies, especially considering that response to infection is a time-dependent process [24].

Furthermore, we compared the LPS-induced H3K27ac and RELA binding following the same stimulation. We found them to be highly correlated and most LPS-increased H3K27ac peaks to overlap that of RELA. Moreover, inhibiting the NF-kB pathway abolished the deposition of the histone mark following LPS stimulation, suggesting an important role for this transcription factor in regulating the above mentioned epigenetic change. These results are in line with that of another study looking at IL-1 signaling, a pleiotropic cytokine inducing inflammation through the NF-kB pathway. This study showed that RELA regulates IL-1 inducible H3K27ac, particularly via upstream members of the signaling pathway, TAK1 and IKK2 [16]. In addition, RELA is known to interact with chromatin modifying complexes such as p300 [25] resulting in acetylation of histones surrounding the sites where RELA binds DNA [26]. This could also explain the deposition of the H3K27ac surrounding RELA binding sites as seen in our results at the *TNF* locus and its impairment following NF-kB inhibition.

We also found RELA binding to be highly bound to Super-enhancers identified following LPS stimulation. This is consistent with previous reports showing that NF-kB is involved in chromatin rearrangement after TNFα induction [15], potentially by redistributing co-factors at gained super-enhancers [20].

Additionally, we found AP1 members motifs to be enriched in both Control and LPS H3K27ac peaks. The AP1 complex is activated downstream of TLR and is able to interact with NF-kB [27] but it also constitutively binds open chromatin, especially at intergenic and intronic regions [28] thus it is not surprising to find these motifs enriched in both conditions here.

Finally, we showed that H3K27ac deposition correlated with increased gene expression, consistent with the activating role of this mark [8]. Although the correlation coefficient between H3K27ac changes and gene expression regulation is rather limited, it is similar to what others investigating the same mark have reported [29]. Traditionally, regulation of inflammatory genes has been seen as a first wave of early genes that do not require chromatin remodeling expressed quickly after induction and a second wave of late genes showing slower kinetics due to changes in the chromatin that are necessary to make them accessible [26]. However, in our study, *TNF* – which is considered an early gene in response to LPS stimulation [30] – did show H3K27ac changes close to its promoter which was not observed at resting condition suggesting that some degree of chromatin rearrangement was necessary to induce gene expression in this case. This is further confirmed by the suppression of its up-regulation following LPS when H3K27ac deposition is abolished following NF-kB inhibition. The rapidity of TNF expression following LPS stimulation could indicate that the promoter was already in a poised state where other histone marks were present [31].

## Conclusion

We identified promoters and enhancers activated following sensing of LPS, a gram negative bacterial endotoxin, via TLR4. We found that deposition of H3K27ac marks correlated with increased gene expression as well as recruitment of RELA, one of the NF-kB members particularly important for the innate immune response. In addition to validate previous studies showing epigenetic changes following external signals, this data set may be valuable in the context of respiratory infectious diseases.

## Methods

### Cell culture and treatment

Detroit 562 cells were purchased from ATCC and cultured in RPMI medium (Gibco) supplemented with 10% fetal bovine serum performance (Gibco), 100 U/ml penicillin and 100μg/ml streptomycin (Gibco), and 1 mM sodium pyruvate (Gibco). LPS from E.coli B4:111 (Sigma) at 1 μg/mL was used to stimulate the cells. Inhibition of NF-kB was done treating the cells with BAY 11–7082 (ChemCruz) at 100uM (stock solution at 50 mM in DMSO) for one hour prior and at 90uM (dilution 9/10 in the medium containing the ligand) during the LPS treatment (Fig. 4 b and c). RELA activation assay, RT-qPCR and ChIP-qPCR procedures are described in Additional file 11.

### ChIP-seq

Cells were treated with LPS or with fresh medium (Control - no treatment) for 80 min in Detroit 562 cells. ChIP-seq was performed according to the library-on-beads protocol from Wallerman et al. [32] using the NEBnext DNA library prep kit (New England Biolabs) as described previously [14] with the following modifications. 5 μg of H3K27ac antibody (Active motif, reference 39,138) was mixed with 50 uL of Dynabeads Protein G before immunoprecipitation. Sequencing was performed on an Illumina NextSeq sequencer (1x76bp). Biological duplicates consisting of two independent experiments were sequenced and analyzed.

Sequencing reads were mapped to the human genome hg19 with BWA, quality control and filtering were then performed using samtools. Multi-aligned or unmaped reads, PCR duplicates and reads with a MAPQ< 20 were filtered out giving around 50–110 millions passed reads per sample (Additional file 1). For each sample, peak calling was performed with Dfilter [33] against input DNA using relaxed threshold (−lpval = 1). The irreproducibility discovery rate (IDR) method [34] was used to identify reproducible peaks in both conditions separately. Peaks with an IDR < 0.05 between duplicates were selected in Control and LPS and consisted of the final peaks in each condition. Any peaks overlapping the blacklisted regions found in wgEncodeDacMapabilityConsensusExcludable.bed (http://hgdownload.cse.ucsc.edu/goldenpath/hg19/encodeDCC/wgEncodeMapability/) were further removed from the final list (Additional file 1).

Homer [35] was used to generate bedGraph files to visualize the signal in the UCSC genome browser with the command makeTagdirectory followed by makeUCSCfile (Fig. 4a and Additional file 10 C). In the same program, the command mergePeaks.pl allowed the comparison of different sets of peaks (Figs. 1a, e and 3d). The output merged peaks of the comparison between Control and LPS H3K27ac peaks consisted of the common as well as condition-specific peaks and were referred to as “all H3K27ac peaks”. The command annotatePeaks.pl in Homer was used to annotate the peaks (Fig. 1d, Additional file 4 B and Additional file 2 B).

Differential binding analysis was done on all H3K27ac peaks using each duplicate’s bam files from LPS and Control H3K27ac ChIP-seq as well as corresponding input DNA bam files as background. GC and read count normalization was first performed, then for every one of H3K27ac peaks (row), tag count for each condition was normalized by the median of the row, and the fold change over the median for each condition was generated and used in the heatmap representation. A threshold of 1.5 (signal of more than 1.5 time the median) was applied and clustering was then performed with K-mean clustering, dividing the data into 4 groups (Fig. 1b).

Throughout the manuscript, LPS-increased H3K27ac peaks refer to reproducible peaks showing an increase in signal in the LPS compared to the Control H3K27ac ChIP-seq in the differential binding analysis (Group 1 in Fig. 1b). Non LPS-increased H3K27ac peaks refer to all other H3K27ac peaks not present in this group of peaks.

Gene Ontology was carried out with GREAT, genes were associated to the peaks using the “single nearest gene” rule with a threshold of 1000Kb and all H3K27ac (peaks identified in LPS and/or Control ChIP-seq) were used as background (Fig. 1c and Additional file 3).

Motif analysis was performed with Homer using findMotifsGenome.pl command. Known motif enrichment in the LPS and Control H3K27ac peaks was done against the whole genome (Fig. 3b and Additional file 7) while known and de novo motif enrichment in the LPS-regulated H3K27ac peaks was compared to all H3K27ac peaks (Fig. 3c and Additional file 8).

Super enhancers analysis was performed as described previously [36]. All H3K27ac peaks identified in LPS and/or Control condition were used as input and the H3K27ac ChIP-seq signal (merged bam file from duplicates) used to rank the enhancers (Additional file 5).

### Integration of ChIP-seq with gene expression data

The Gene expression data used in this study consists of RNA-seq experiments performed in control and LPS (treatment for 100 min with 1μg/mL) condition in the same Detroit 562 cells [14] and available under the accession number GSE91019 in the NCBI’s Gene Expression Omnibus (GEO) depository.

Distance to the closest TSS was retrieved from the annotation analysis performed with the command annotatePeaks.pl in Homer. Only the peaks not located at a gene’s promoter (-2Kb to +2Kb around TSS) are considered when comparing LPS-increased and non LPS-increased H3K27ac peaks in Fig. 3a while the whole distribution can be found in Additional file 9 A.

The Rnachipintegrator program (https://github.com/fls-bioinformatics-core/RnaChipIntegrator) was used to assign H3K27ac peaks to their closest gene within 1000 Kb of the peak edge. Log2FC or FPKM values for the genes associated were then extracted from the RNA-seq data in order to investigate their expression (Fig. 3b and Additional file 4 D and Additional file 2 D). Log2FC was also used to interrogate the correlation between H3K27ac signal and gene expression. In this analysis, log2FC H3K27ac was calculated from the normalized read count in each condition (see Additional file 11 for details). Moreover, the following thresholds were applied to remove noise: Log2FC H3K27ac < 0.38 (FC = 1.3) and Log2FC Gene expression < 0.58 (FC = 1.5).

Up- down- and non-regulated genes from the RNA-seq data were also used to investigate their H3K27ac profile in both condition (Additional file 9 B) with ngs.plot program [37].

### Integration of H3K27ac ChIP-seq with RELA binding

The RELA DNA binding data used in this study is available under the accession number GSE91018 in the NCBI’s GEO repository. It consists of RELA ChIP-seq experiments performed under Control or LPS (treatment for 80 min at 1μg/mL) condition in the same Detroit 562 cells [14].

RELA ChIP-seq was used to quantify RELA binding at the various H3K27ac peaks identified in this study. Normalized read count in this data-set was obtained with the command annotatePeaks.pl from Homer, using the option –d referring to the duplicates’ merged RELA ChIP-seq data set’s tag directory. Read counts were used to compare RELA binding at LPS-increased and non LPS-increased H3K27ac regions (Fig. 3e) and at super-enhancers and other enhancers (Fig. 3f) as well as to quantify the signals in the integrated analysis (see Additional file 11 for details).

### Statistical analysis

Comparison of proportions in Figs. 1d and 3b was tested using the online 2 × 2 Chi-square test from Vassarstats (http://vassarstats.net/odds2x2.html) and the Pearson *P*-value was reported. Significance between distributions (Figs. 2a, b, 3e and f) was investigated using a non –paired Wilcoxon rank-sum test (wilcox.test in R). Finally, correlation between H3K27ac signal and gene expression was tested with a Pearson test (cor.test in R), correlation coefficient as well as P-value is reported (Fig. 2c).

## Additional files

Additional file 1: H3K27ac ChIP-seq statistics. Summary of the number of reads and peaks from the H3K27ac ChIP-seq experiments performed together with input DNA controls.

Additional file 2: Summary of the changes observed – Quantification. The same sets of increased, unchanged and decreased H3K27ac peaks as in Additional file 2 were analyzed. Data shown in the latter figures were quantified in each group of peaks. A: H3K27ac changes after LPS treatment. Absolute value of the log2 (ratio LPS/Control normalized read counts) were used to draw the box plots of the H3K27ac changes in the three sets of peaks. B: Annotation of the peaks. Number of peaks identified as Promoters (orange), Enhancers (yellow) and Others (green) were plotted on the histogram for the three sets of peaks. C: NFkB-RELA signal. The median of normalized RELA ChIP-seq read counts inside each peak is represented with the box plot for the three groups. D: Gene expression. FPKM values for each gene associated with the H3K27ac peaks were extracted in both Control and LPS conditions and were used to draw the box plot for each of the three sets of peaks. See Additional file 11 for more details on the integration analysis.

Additional file 3: Gene Ontology analysis on LPS-increase H3K27ac peaks. The 626 LPS-increased H3K27ac peaks identified in the differential binding analysis (Fig. 1b) were used in GREAT and associated with the nearest gene within 1000Kb. Significant gene ontology terms for biological processes output are shown.

Additional file 4: Summary of the changes observed. A: H3K27ac changes after LPS treatment. Peaks were ranked according to the ratio LPS/Control of the H3K27ac ChIP-seq normalized read counts and top (Increased), middle (Unchanged) and bottom (Decreased) 300 peaks were extracted. Log2 Fold change (Log2FC) of the H3K27ac change is represented with the histogram (see Additional file 12 for the peaks information). B: Annotation of the peaks. The peaks in A were annotated and represented on the graph by color-code as follow: enhancers if they were intergenic, in introns, 3’ UTR or TTS (yellow), promoters if identified in promoters or 5’ UTR of a gene (orange) or others (green). C: NFkB-RELA signal. Normalized RELA ChIP-seq read counts inside each peak were used as a measure of RELA binding. The peaks in A were binned into groups of 25 and average of read count for each group was plotted on the graph. D: Gene expression. Each of the peaks in A were assigned to the closest gene and the log2 fold change of gene expression for this was plotted. Genes for which FPKM in one condition (LPS or Control) was 0 were removed and are shown as gaps. See Additional file 11 for more details on the integration analysis.

Additional file 5: Super-Enhancers analysis. A: Ranked plot of enhancers defined in Control (left) and LPS (right) condition according to their H3K27ac ChIP-seq signal. B: Distribution of the length of the super-enhancers (*n* = 1119) and non super-enhancers (other E, *n* = 17,781) identified in LPS condition. C: Top 10 biological processes terms from Gene Ontology analysis of super-enhancers identified in Control (left) or LPS (right) condition. D: Example of a super-enhancer only called under LPS but not in Control. The region highlighted in the dashed box upstream of *CSF2* gene shows increased H3K27ac signal after LPS stimulation and was therefore called as a Super-Enhancer.

Additional file 6: LPS-induced H3K27ac and gene expression. A: Distribution of the fraction of the LPS-induced (orange) or all (grey) H3K27ac peaks around the TSS of the closest gene. All the peaks were included in the top panel while only the promoter peaks (located between − 2000 to + 2000 bp of the TSS) were removed in the bottom panel. B: H3K27ac ChIP-seq signal under LPS (L) or no treatment (C) condition was plotted 50Kb upstream to 50Kb downstream of a gene according to the gene status: up-regulated (UP-red, 239 genes), non-regulated (NO-grey, 62,646 genes) or down-regulated (DOWN-green, 206 genes) after LPS stimulation. B: ICAM1 gene expression. Detroit 562 cells were treated with LPS at 1μg/ml for 2 h, RNA were extracted and RT-qPCR performed. Results show fold change in gene expression over the no treatment (Control) condition, normalized with housekeeping gene, for 3 independent experiments. C: ICAM1 locus. Example of LPS-increased H3K27ac regions upstream as well as at the promoter of ICAM1 gene.

Additional file 7: RELA activation following LPS treatment and binding at super-enhancers. A: Detroit 562 cells were treated with LPS at 1 μg/mL or fresh medium (no treatment) for 2 h and nuclear protein were extracted to be used in NFkB p65 transcription factor assay. No binding sites (no BS), wild type NFkB binding sites (WT BS) or mutant NFkB binding sites (mutant BS) were added in solution into the wells to check for RELA specificity. B: The cells were treated similarly and RELA activation was investigated at different time points for an extended period of time. The two curves correspond to independent experiments (dup = duplicate). C: Distribution of the RELA signal in Control-only (grey) and LPS-only (orange) Super-enhancers identified from the H3K27ac ChIP-seq data.

Additional file 8: Motifs analysis on Control and LPS H3K27ac peaks. Motif enrichment analysis for known transcription factor motifs was performed on the H3K27ac peaks identified in LPS and Control condition against the whole genome as background. -log 10 (*P*-value) of the enrichment is reported in both condition for each motif. NF-kB p65 and NF-kB p50/p52 motifs are highlighted in yellow and green respectively.

Additional file 9: Motifs analysis on LPS-increased H3K27ac peaks. Motif enrichment analysis for known (left) as well as de novo (right) transcription factor motifs was performed on the 626 LPS-increased H3K27ac peaks against all H3K27ac peaks as background. Enrichment for each motif is reported, NF-kB p65 and NF-kB p50/p52 motifs are highlighted in yellow and green respectively.

Additional file 10: Target genes expression and RELA occupancy. A: Time course of TNF expression. Detroit 562 cells were treated with LPS for different time points where RNA were extracted and RT-qPCR performed. The curve shows the variation in Fold change over the expression of TNF at rest over time, for one experiment. B: RELA binding at the *NFKBIA* locus. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 80 min and ChIP-qPCR was performed for RELA. Results show the average percentage of input of two independent experiments, error bars are standard deviation. C: *NFKBIA* expression. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 100 min, RNAs were extracted and RT-qPCR performed. Results show the average fold change in gene expression over control in both conditions and for 3 independent experiments. Error bars represent standard deviation.

Additional file 11: Supplementary methods. Details of the procedures for RELA activation assay, RT-qPCR, ChIP-qPCR as well as the integration analyses performed to generate Additional files 2 and 4.

Additional file 12: H3K27ac peaks summary. Summary of the H3K27ac peaks identified: coordinates, Annotation, changes in H3K27ac as log2FC of the ration of normalized count between LPS and Control condition, RELA signal, gene associated to each peak and its expression as log2FC after LPS stimulation compared to Control and FPKM in LPS and Control conditions.

## Abbreviations

H3K27ac: Histone 3 Lysine 27 acetylation
Log2FC: Log 2 (Fold change)
LPS: Lipopolysaccharide
NF-kB: Nuclear Factor kappa B
TLR: Toll-like Receptor
TSS: Transcription Start Site

# Supplementary material for: Changes in H3K27ac following lipopolysaccharide stimulation of nasopharyngeal epithelial cells
**Source:** BMC Genomics. 2018 Dec 27;19:969. doi: 10.1186/s12864-018-5295-4

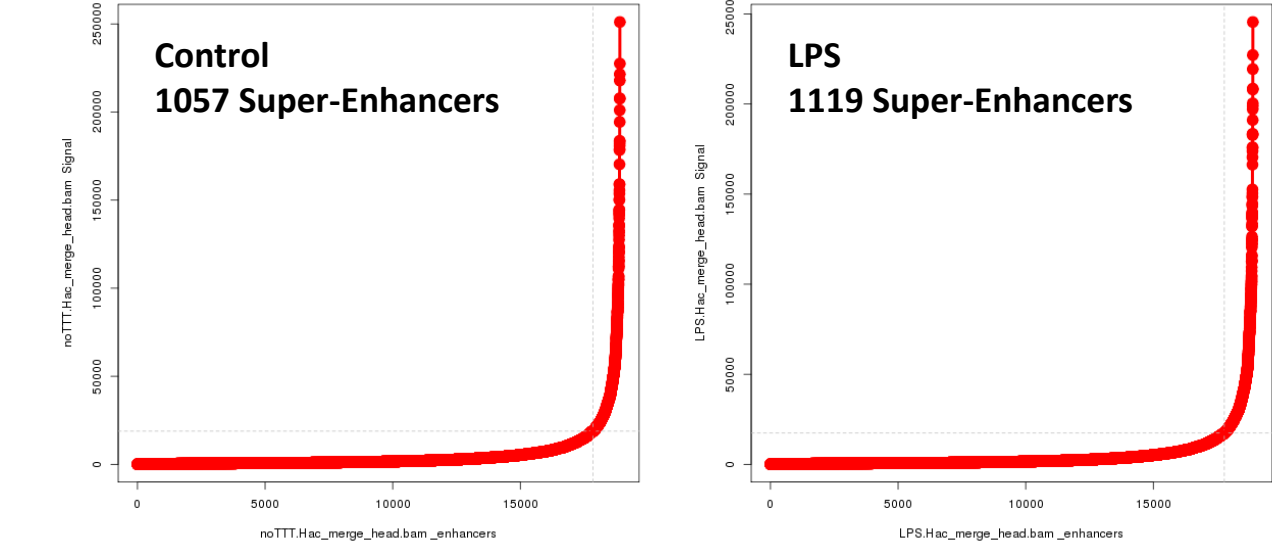

B Enhancer length

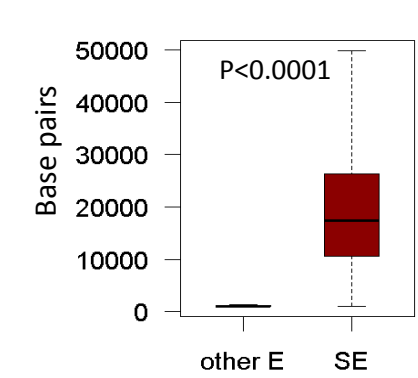

C

| GO analysis on SE identified in Control            |                   |
|----------------------------------------------------|-------------------|
| # Term Name                                        | Binom Raw P-Value |
| regulation of phosphorylation                      | 2.55443e-15       |
| negative regulation of response to stimulus        | 1.70549e-14       |
| regulation of response to stress                   | 1.77524e-14       |
| regulation of cell migration                       | 2.02591e-14       |
| regulation of cell motility                        | 6.28205e-14       |
| tissue morphogenesis                               | 1.10181e-13       |
| positive regulation of cellular component movement | 1.18620e-13       |
| regulation of intracellular protein kinase cascade | 2.90763e-13       |
| negative regulation of signal transduction         | 3.13608e-13       |
| negative regulation of apoptotic process           | 3.72527e-13       |

| GO analysis on SE identified in LPS                |                   |
|----------------------------------------------------|-------------------|
| # Term Name                                        | Binom Raw P-Value |
| immune system process                              | 2.69856e-22       |
| regulation of apoptotic process                    | 1.74706e-18       |
| regulation of programmed cell death                | 2.29836e-18       |
| regulation of phosphorylation                      | 1.31696e-17       |
| regulation of cell migration                       | 1.47684e-17       |
| regulation of cell death                           | 2.19674e-17       |
| regulation of cell motility                        | 2.23163e-17       |
| regulation of response to stress                   | 1.03661e-16       |
| positive regulation of cellular component movement | 1.54863e-16       |
| tissue morphogenesis                               | 2.42333e-16       |

D

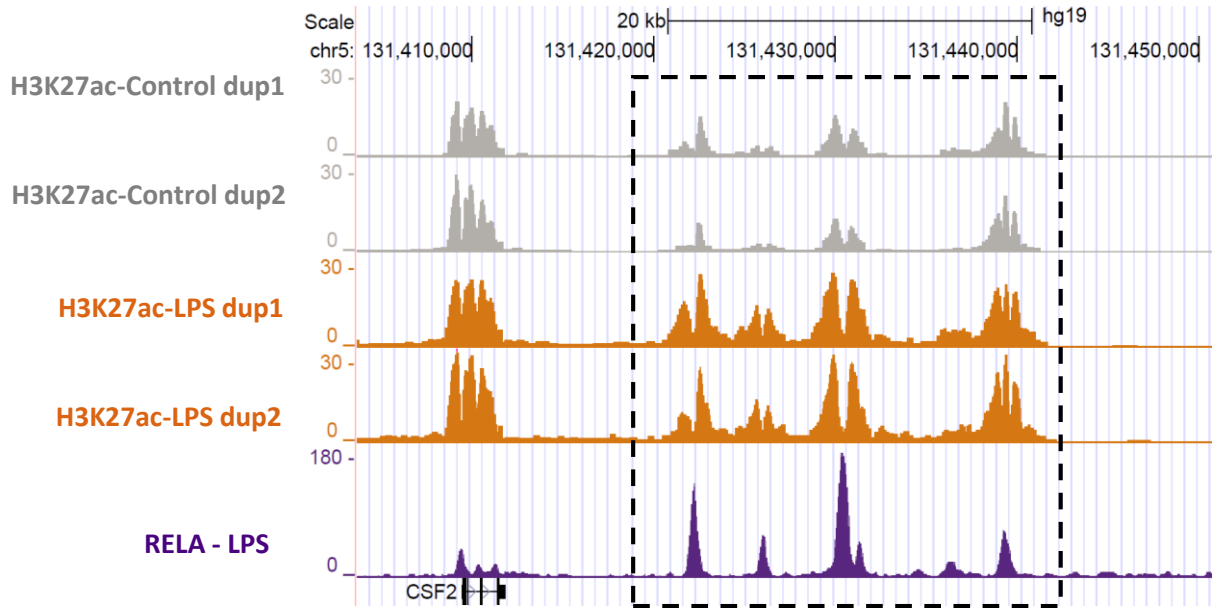

**Supplement:** Supplementary file 5 — Super-Enhancers analysis. A: Ranked plot of enhancers defined in Control (left) and LPS (right) condition according to their H3K27ac ChIP-seq signal. B: Distribution of the length of the super-enhancers (n = 1119) and non super-enhancers (other E, n = 17,781) identified in LPS condition. C: Top 10 biological processes terms from Gene Ontology analysis of super-enhancers identified in Control (left) or LPS (right) condition. D: Example of a super-enhancer only called under LPS but not in Control. The region highlighted in the dashed box upstream of CSF2 gene shows increased H3K27ac signal after LPS stimulation and was therefore called as a Super-Enhancer.

# Supplementary material for: Changes in H3K27ac following lipopolysaccharide stimulation of nasopharyngeal epithelial cells
**Source:** BMC Genomics. 2018 Dec 27;19:969. doi: 10.1186/s12864-018-5295-4

Additional file 10

**A** *TNF* expression time course

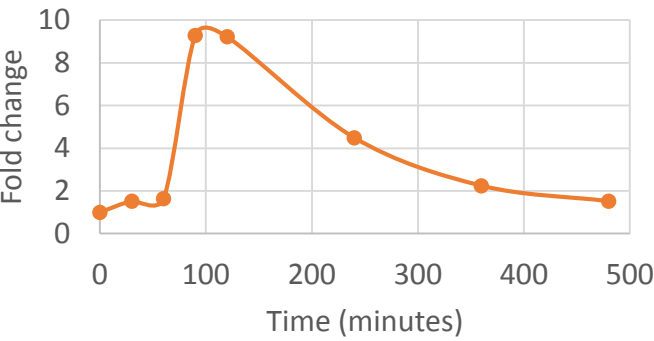

**B** RELA occupancy at *NFKBIA* locus

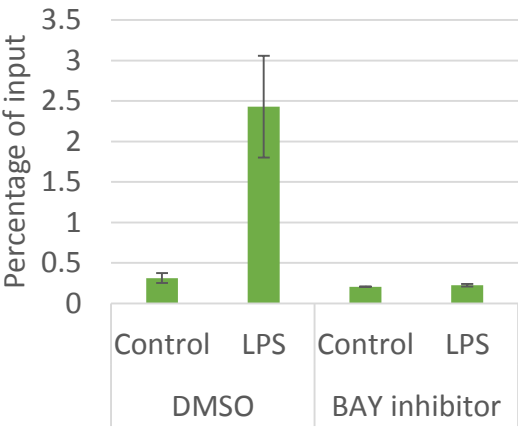

**C** *NFKBIA* expression

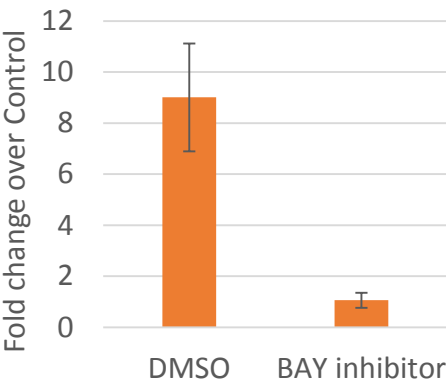

**Supplement:** Supplementary file 10 — Target genes expression and RELA occupancy. A: Time course of TNF expression. Detroit 562 cells were treated with LPS for different time points where RNA were extracted and RT-qPCR performed. The curve shows the variation in Fold change over the expression of TNF at rest over time, for one experiment. B: RELA binding at the NFKBIA locus. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 80 min and ChIP-qPCR was performed for RELA. Results show the average percentage of input of two independent experiments, error bars are standard deviation. C: NFKBIA expression. Detroit 562 cells were pre-treated with BAY 11–7082 or DMSO before stimulation with LPS for 100 min, RNAs were extracted and RT-qPCR performed. Results show the average fold change in gene expression over control in both conditions and for 3 independent experiments. Error bars represent standard deviation.

# Supplementary material for: Changes in H3K27ac following lipopolysaccharide stimulation of nasopharyngeal epithelial cells
**Source:** BMC Genomics. 2018 Dec 27;19:969. doi: 10.1186/s12864-018-5295-4
**Supplement:** Supplementary file 11 — Supplementary methods. Details of the procedures for RELA activation assay, RT-qPCR, ChIP-qPCR as well as the integration analyses performed to generate Additional files 2 and 4.

# **Changes in H3K27ac following Lipopolysaccharide Stimulation of Nasopharyngeal Epithelial Cells**

Lisa Borghini et al.

## **Additional file 11: Supplementary methods**

### **RELA activation assay**

Cells were treated with LPS and nuclear proteins were extracted using the NE-PER kit (Pierce) and quantified with the Coomassie Protein quantification kit (Pierce). Ten to 15ug of proteins were used to test RELA activation using the NFκB p65 transcription factor assay kit (Pierce) according to the manufacturer's instructions (Figure 3A and Additional File 7 A and B).

### **Integrated analysis in Additional files 2 and 4**

Read counts for all H3K27ac peaks were obtained from the `annotatePeaks.pl` command in Homer using the option `-d` referring to the merged H3K27ac ChIP-seq data file for both LPS and Control. Using these, the log<sub>2</sub> fold change (log<sub>2</sub>FC) in signal after LPS treatment compared to Control was calculated as follow:  $\log_2(\text{read count in LPS} / \text{read count in Control})$  (Additional file 12). It was used to rank the peaks according to their change in H3K27ac signal and was plotted for the 300 top, middle and bottom peaks in Additional file 4 A. In addition, the same measure was used to generate the boxplot of absolute log<sub>2</sub>FC in H3K27ac for the same peaks set in Additional file 2 A.

Annotation of the peaks was extracted from the output generated with the `annotatePeaks.pl` command. For visualization purposes, annotations were simplified to Enhancers (intronic, intergenic and TTS and 3'-UTR peaks), Promoters (promoters-TSS and 5'-UTR peaks) and Others (other peaks). Annotations for the top, middle and bottom 300 peaks based of their H3K27ac signal change after LPS were plotted in Additional file 4 B along the peaks and in Additional file 2 B to show the variation in proportion between the different sets of peaks.

RELA ChIP-seq was used to quantify RELA binding at all H3K27ac peaks. Normalized read count in this data-set was obtained with the command `annotatePeaks.pl` from Homer, using the option `-d` referring to the duplicates' merged RELA ChIP-seq data set's tag directory. Read counts were plotted along the top, middle and bottom 300 peaks based on their H3K27ac signal change after

LPS. For this analysis, peaks were binned in groups of 25 and the average RELA ChIP-seq read count was computed for each group and plotted in Additional file 4 C. The read counts were also used to generate the boxplot in Additional file 2 C.

Log2FC and FPKM values for gene expression were extracted from the RNA-seq data performed previously and assigned to the genes associated to each H3K27ac peaks as described in the method section. Log2FC of the associated gene was plotted for each of the top, middle and bottom 300 peaks based of their H3K27ac signal change after LPS in Additional file 4 D. However, genes for which log2FC could not be calculated (because one of the FPKM value was 0 which returned a "-inf" or "+inf" result) were removed. FPKM values in both LPS and Control conditions were used to generate the boxplot in Additional file 2 D.

### **RT-qPCR**

Detroit 562 cells were treated with LPS or fresh medium for 100 minutes (Additional File 10 A and B). Alternatively, the cells were pre-treated with the NF- $\kappa$ B inhibitor or DMSO before LPS stimulation (Figure 4B). Total RNAs were extracted and one microgram of was used for reverse transcription using QuantiTect Reverse Transcription kit (Qiagen) followed by qPCR with LightCycler 480 SYBR Green I Master (Roche) according to the manufacturers' instructions. The following PCR program was used: 5 minutes at 95°C; 45x(10 seconds at 95°C, 1 minutes at 65°C, 30 seconds at 72°C). The  $\Delta\Delta C_t$  method was applied to determine the fold change of the genes of interest under LPS compared to the control, normalized with 2 or 3 housekeeping genes (ACTB, GAPDH, TBP). Sequences of the primers used for qPCR are shown in Additional File 11.

### **ChIP-qPCR**

Investigation of H3K27ac mark as well as RELA binding at the *TNF* locus was done by ChIP-qPCR (Figure 4C). The same protocol as the ChIP-seq experiment was used for the chromatin immunoprecipitation except that DNA was eluted after the last wash (before the library on beads preparation) and purified. Eluted DNA was used directly for qPCR, together with input DNA as a control. qPCR was performed with the LightCycler 480 SYBR Green I Master (Roche) according to the manufacturers' instructions. The following PCR program was followed: 5 minutes at 95°C; 45x(10 seconds at 95°C, 1 minutes at 65°C, 30 seconds at 72°C). The data was analyzed relative to the input to determine the percent of input recovered after immunoprecipitation. Sequences of the primers are shown are shown below.

|           |                     |                       |
|-----------|---------------------|-----------------------|
|           | TNF_Forward         | CTGCTGCACTTTGGAGTGAT  |
|           | TNF_Reverse         | CAGCTTGAGGGTTTGCTACA  |
|           | ICAM1_Forward       | GGAACAACCGGAAGGTGTA   |
|           | ICAM1_Reverse       | AGGGTAAGGTTCTTGCCCAC  |
| RT-qPCR   | ACTB_Forward        | AGAGCTACGAGCTGCCTGAC  |
|           | ACTB_Reverse        | AGCACTGTGTTGGCGTACAG  |
|           | GAPDH_Forward       | GAAGGTGAAGGTCGGAGTCA  |
|           | GAPDH_Reverse       | AATTTGCCATGGGTGGAAT   |
|           | TBP_Forward         | TATAATCCCAAGCGGTTTGC  |
|           | TBP_Reverse         | GCTGGAAAACCCAACTTCTG  |
|           | TNF_H3K27ac_Forward | CCCTTCCATTCTCTCAGTGGG |
|           | TNF_H3K27ac_Reverse | ACTCCTGGGTTCAAGCGATC  |
| ChIP-qPCR | NFKBIA_RELA_Forward | GGAATTTCCAAGCCAGTCAG  |
|           | NFKBIA_RELA_Reverse | GGAAGGACTTTCCAGCCACT  |
|           | TNF_RELA_Forward    | GCCCTGGAGACCCTACATAA  |
|           | TNF_RELA_Reverse    | AGGATTTTCCCAGCAAGGAT  |

How the deposited data were processed for this re-analysis (not part of the article)

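H3K27ac was measured by ChIP-seq in Detroit 562 cells without treatment (Control) and after LPS, in 2 experiments per condition with input DNA for each. The deposited lists hold the start and end of each peak that the authors kept for a condition, with no count of reads, signal or score. As the methods and the submitters' processing notes give it, the authors mapped reads to hg19 with BWA, filtered them with SAMtools 1.2, used bedtools, called peaks in each sample with DFilter against input DNA, kept peaks reproducible between duplicates by IDR and removed blacklisted regions. The number of peaks in each list equals the final number that Additional file 1 gives for that condition. Because the lists join the duplicates, no replicate could be left out, no paired fit was made and no p-value between conditions is given.

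Sequence and genes came from GRCh37, the assembly that hg19 names, with GENCODE version 44 mapped to it. All 33811 Control and 35875 LPS peaks on assembled chromosomes lay within the chromosome ends; 43.4% of the Control peaks lay within 2 kb of a TSS, against 19.3% after all peaks were moved by 100 kb. The 7 peaks of each list on unplaced contigs were left out of annotation and sequence searches. Peaks under 200 bp, 55 in the Control and 57 in the LPS list, were kept.

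Peaks of the lists were joined when their centres lay less than 1000 bp apart. Each merged peak was given the feature at its centre, in the order promoter, transcription termination site, exon, intron and intergenic, and the gene of its nearest TSS within 1000 kb. Genes were counted by gene identifier, since some names stand for many loci; this was chosen after the data were seen. Sites were searched on both strands of the peaks as deposited. Shares have 95% Wilson intervals and ratios of shares have 95% intervals on the log scale. These intervals cover counting only, and peaks are not replicates. For ratios of the LPS list to the Control list, the interval ignores that most peaks are common to both. The 10 gene lists covered NF-κB feedback and subunits, cytokines and chemokines, adhesion and matrix, interferon response, AP-1 and immediate early genes, LPS sensing, epithelial identity, housekeeping, leukocyte markers, and fibroblast and endothelial markers. Named by rule were the genes the paper names for these data and each list member with an LPS-only or Control-only peak. The rule also took the 10 genes with most LPS-only and most Control-only peaks. Values in the paper's Additional file 12 and figures had been seen when this rule was written. Outside the rule, neighbouring genes at the loci shown and markers of other cell types with a peak near a TSS were named. So were the genes nearest to the stitched regions of largest gain. The widths of common peaks, the stitched region at CSF2 the list members found in a single list, and the NF-κB and cytokine lists among the others, were looked at or singled out after the data were seen.

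The steps were tested on simulated data: joining was right for all of 3000 simulated sites, the site search for all of 2000 sequences per pattern, and 5.2% of 1000 unchanged sets fell outside the central 95% of percentiles. Alternatives were other rules for a shared peak, other distances, annotations and gene assignments, and other search windows. The strongest peaks of each list could not be taken as a stricter threshold because the lists hold no score. Expression, RELA binding and the LPS-increased peaks of the paper were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used.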

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

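The tests of LPS-only against common peaks, the count of genes with no Control peak and the reading that left deeper sequencing open although the bound set for it had been met were chosen after the results were seen.

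Among the listed genes other than those the paper discusses, 9 had LPS-only peaks and no Control peak assigned to them, while no listed gene had Control-only peaks alone. They were RELB, CYLD, LTB, CXCL2, CXCL6, IL32, MMP13, FOSB and PDGFRB, and a signal there in genes outside the paper's discussion is what drew attention to them. The LPS-only peak of IL32 lay at its promoter, on chromosome 16 from 3114472 to 3116471, and that of FOSB at its promoter on chromosome 19 from 45971837 to 45973336. The count rests on assignment to the nearest TSS of any gene. By this assignment TBP and ACTA2 had no peak, although each had a Control peak within 2 kb of a TSS. The count was not repeated with protein-coding genes only and was not compared with random sets. No expression of these genes was analysed here, and a nearest TSS is not a tested target.

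There were 3660 LPS-only against 1595 Control-only peaks. Of the LPS-only peaks, 2.54% shared at least 1 bp with a Control peak, a share that is limited because peaks with near centres were joined. When peaks sharing at least 1 bp were joined, 3567 LPS-only against 1489 Control-only peaks were left. Cutting of wide Control peaks into overlapping pieces is therefore argued against as the source of the larger LPS-only number. Deeper sequencing of the LPS libraries stays open: the LPS libraries together had 1.31 times the reads of the Control libraries, and although 2.70% of the LPS-only peaks held GGAAWTTCCC against 0.502% of the Control-only peaks, the bound set for that test was too weak, since the 99 peaks with a site exceeded the 18.4 expected at the Control-only share by only 80.6, of an excess of 2065 peaks. In replicate 2, with 1.03 times the reads, the LPS library had 1.12 times the called peaks, and in replicate 1, with 1.48 times the reads, 1.03 times, which are single pairs of libraries. Depth and a gain of acetylation with LPS cannot be told apart for most of the LPS-only peaks.

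For GGGRNNYYCC, single-base composition is argued against as the source of the excess of kB sites in LPS-only over Control-only peaks. The ratio of their shares was 1.28 (1.16 to 1.42), and 0.963 (0.871 to 1.06) for the backward pattern. The backward pattern has the same single bases but not the same pairs of neighbouring bases. A difference between the peak sets in such pairs, as in CpG, therefore stays open. For GGAAWTTCCC no pattern of matched composition was counted, so that base composition stays open there. Median GC content was 42.8% in LPS-only, 44.1% in Control-only and 46.8% in common peaks. Wider peaks are argued against by the 1.23% of LPS-only peaks with GGAAWTTCCC within 250 bp of the centre, whose interval lay above that of Control-only peaks. A poverty of sites in weak Control-only peaks stays open as the whole source for GGAAWTTCCC. For the exact consensus the ratio of LPS-only to common shares within the same window was 2.14 (1.55 to 2.96). That ratio cannot decide, since the study derived this consensus from LPS-increased peaks against all peaks of the same samples. For GGGRNNYYCC the same ratio was 1.07 (0.991 to 1.16), against 0.764 (0.697 to 0.839) for the backward pattern. Within this window Control-only peaks held the backward pattern in 13.1% and LPS-only peaks in 11.7%. The ratio of 1.07, whose interval includes 1, goes with such a poverty for GGGRNNYYCC, and 12.2% of Control-only and 15.6% of common peaks held GGGRNNYYCC there. The backward pattern was not rarer in Control-only than in LPS-only peaks, but the AP-1 site was. Its ratio of LPS-only to Control-only shares was 1.37 (1.27 to 1.48) over whole peaks and 1.32 (1.19 to 1.46) in the window. In the window 23.4% of Control-only and 23.0% of common peaks held the AP-1 site. A poverty of sites thus stays open for GGGRNNYYCC too, as the whole source or a part of it. With 1 mismatch in GGAAWTTCCC the shares over whole peaks were 23.9% of LPS-only and 23.7% of common peaks. No biological explanation of these sites was tested.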

How the results depend on the processing

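No paired analysis was possible because each list joins both replicates; leave-one-out, the replicate block and the strongest peaks of each list as a stricter threshold were not run for the same reason and because the lists hold no score. The numbers of common, LPS-only and Control-only peaks stayed within 1.5 times under all other rules for a shared peak and with autosomes only, but the order of the distances to a TSS turned. The cause of the following moves was not tested. The share of LPS-only and Control-only peaks near a common peak was 20.8 and 22.7% within 5000 bp, 62.2 and 64.6% within 25000 bp, and 0.109 and 0.251% when at least 1 bp had to be shared, which are 4 peaks each (percentiles 99.6 and 100) and too few to read a direction from. With a promoter of 2 kb on either side of the TSS, 34.5% of all peaks lay in introns, 21.1% were intergenic and 41.1% at promoters, with 20.1% of LPS-only and 23.3% of Control-only peaks at promoters. With protein-coding genes only, these were 36.5, 35.3 and 21.4% of all peaks, promoters held 6.64% of LPS-only and 8.71% of Control-only peaks, and 45.4 and 45.1% were intergenic. The Control list alone had 42.2% in introns, 21.1% intergenic and 28.1% at promoters, and the LPS list 26.7% at promoters. With 1 canonical transcript per gene, chosen after seeing the data, 48.6% of all peaks lay in introns, 27.0% were intergenic and 16.0% at promoters, and the LPS-only and Control-only shares were 4.86 and 7.52% at promoters and 34.6 and 35.1% intergenic. The median distance of LPS-only and Control-only peaks to a TSS was 9417 and 8149 bp with promoters included and 28658 and 30081 bp with protein-coding genes only, so that the order of LPS-only and Control-only peaks turned. Leaving out peaks within 2500 bp of a TSS gave 15597 stitched regions. With all TSS within 50 kb, LPS-only and Control-only peaks numbered 13 and 2 for the NF-κB list, 20 and 1 for cytokines and 71 and 22 for all lists; with protein-coding genes only, LPS-only peaks numbered 16 for the NF-κB list and 14 for cytokines, and all lists had 64 and 14. The LPS-only to Control-only ratio for GGGRNNYYCC was 1.43 away from TSSs, and the ratio of the LPS to the Control list was 1.02 within 250 bp of the centre and 1.03 away from TSSs. With 1 mismatch, these ratios were 2.12 and 1.05 for GGAAWTTCCC. Counting of few sites limits the exact consensus, which 8 Control-only peaks held.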

Differences from the paper's values

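The paper gives 13.2% of all peaks at promoters, and 26.2% was found here; the 4 alternatives set before the data were examined all stayed apart from it, with 41.1% for a promoter of 2 kb on either side of the TSS, 21.4% for protein-coding genes, 26.7% for the LPS list and 28.1% for the Control list. The paper gives 36.1% of peaks as intergenic, and 21.8% was found here; with protein-coding genes only, the share of 35.3% no longer differed by over 1.5 times, while it still did with the wider promoter (21.1%), the LPS list (21.5%) and the Control list (21.1%). With 1 canonical transcript per gene, chosen after seeing the values, 16.0% lay at promoters and 27.0% were intergenic, both within 1.5 times of the paper's values. It changes the features and drops no peak.

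The paper's text gives 35,882 peaks for Control and 33,818 for LPS. The lists hold 33818 for Control and 35882 for LPS, as do Additional file 1 and Fig. 1. The paper gives 37,476 merged peaks and 37477 were found here; joining peaks of the same list too, chosen after seeing the values, gave 37476. The stitched regions of Additional file 5, super-enhancers and other enhancers after LPS together, number 18900 in the paper and 24716 here, which is under 1.5 times; of the alternatives set before the data were examined, the 25000 bp distance gave 18381 and leaving out peaks within 2500 bp of a TSS 15597, both under 1.5 times from the paper's number, and the 5000 bp distance gave 31352 and lay beyond it.

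The paper places the gained super-enhancer upstream of CSF2. In hg19, where CSF2 is on the plus strand, the LPS-only peak of the region boxed in Additional file 5 D, whose place was read by eye, began 13.4 kb beyond the 3' end of the gene. On the side the paper names, a further LPS-only peak lay 6.42 kb before the gene's 5' end, where the paper's Additional file 12, listing it under IL3, gives a log2 fold change of 2.08.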

Other observations

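Assigned by nearest TSS, the lists for interferon, AP-1, LPS sensing and housekeeping had few peaks of a single condition. The interferon list had 1 LPS-only and 1 Control-only peak of 22, both at IRF1 (LPS-only percentile 23.0). The AP-1 and immediate early list had 1 LPS-only peak of 19, at FOSB (percentile 28.8), and the LPS sensing list 1 of 20, at the flagellin receptor gene TLR5 (percentile 26.8), with a Control-only peak at IRAK2. With protein-coding genes only, the AP-1 list had 12 LPS-only peaks of 96 (percentile 81.7), and the LPS sensing list had 3 LPS-only (percentile 45.8) and 4 Control-only peaks of 34 (percentile 96.7). Housekeeping genes had 0 of 14 in either set. Of the markers of other cell types, LPS-only peaks were nearest to CD3E (1 of 3 peaks of the leukocyte list) and to PDGFRB and VWF (2 of 5 of the fibroblast and endothelial list, percentile 95.7), with no Control-only peak. With protein-coding genes only, the fibroblast and endothelial list had 3 LPS-only peaks of 20 (percentile 78.6), and the leukocyte list 3 LPS-only and 2 Control-only peaks of 18 (percentiles 83.1 and 89.0). Over all lists 27 of 245 peaks were LPS-only (percentile 75.6) and 6 Control-only (percentile 7.76), against LPS-only percentiles of 98.3 with protein-coding genes only and 67.7 with all TSS within 50 kb.

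The genes with most LPS-only peaks were not members of the lists. PDGFC, SLC8A1-AS1, SORCS3 and VEPH1 had 5 each, and DDX60L, DIRC3, FOXP1, LINC01449, TEX41 and THADA 4 each. ARHGEF28, ENSG00000235070, KLF13 and LINC00511 led the Control-only peaks with 3 each, followed by ABCB11, AC114765.3, ADGRE5, AL590113.1, ALDH1A2 and ANXA2 with 2, which stand first by symbol among ties. KLF13 had 0 LPS-only peaks, while ARHGEF28 had 3 besides its Control-only peaks.

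NFKBIA, which encodes the NF-κB inhibitor IκBα, carried a promoter peak in both lists, 2550 bp wide in the Control list and 2900 bp in the LPS list (percentile 95.9 of the differences in width of common peaks). The peak held the kB site GGGAATTTCC on chromosome 14 from 35874027 to 35874036, and the paper's RELA ChIP-qPCR amplicon at 35874028 to 35874201 lay in both lists. An LPS-only peak from 35859919 to 35861118, beyond the 3' end of NFKBIA, was assigned to RPLP0P3, whose TSS was 2244 bp away, and NFKBIA had 0 LPS-only peaks assigned. Outside 2 kb of a TSS, the median distance to a TSS was 13455 bp for LPS-only, 12488 bp for Control-only and 13357 bp for common peaks (percentiles of the first and second 64.5 and 4.56), an order of LPS-only and Control-only that turned with protein-coding genes only (28658 and 30081 bp).

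Within 250 bp of the peak centre the AP-1 site occurred in 31.0% of the LPS-only peaks (95% Wilson interval 29.5 to 32.5%), in 23.4% of the Control-only peaks (21.4 to 25.6%) and in 23.0% of the common peaks (22.5 to 23.5%), but over whole peaks LPS-only peaks did not hold it more often than common peaks, and over whole peaks more than 2 kb from a TSS it was in 50.8% of the LPS-only (percentile 0) and 61.1% of the common peaks. The window of 250 bp was not combined with leaving out peaks near a TSS.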
